A study of Homo sapiens with 17 samples.

How the data were processed

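RNA was measured in MDA-MB-231, an established human cell line from a triple-negative breast cancer (a tumour that lacks oestrogen receptor, progesterone receptor and HER2 amplification), described in the labels as mesenchymal and of the basal B type. Cells received TRAIL, a ligand of the TNF family that can start apoptosis through death receptors, at 45 nM, and RNA was taken after 0, 1, 3, 6, 12 and 24 h. Per the labels' protocols, the dose was chosen below the optimum so that living rather than dying cells would be measured. The libraries were stranded, poly(A)-selected and paired-end, per the labels' protocols. The 17 libraries analysed here comprised 3 at each time except 1 h, where 2 were analysed although the labels speak of triplicates. Every library, including those at 0 h, carries the same treatment label, and 0 libraries were labelled as untreated at a later time, so that time with TRAIL and time in culture or handling coincide in every comparison.

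The authors deposited one table of gene-level expected counts, that is, estimated numbers of fragments per gene, which per the file name came from RSEM and were not scaled to depth or gene length. Of the deposited expected counts, 10.8% were not whole numbers, which arises where a fragment is divided between genes. The aligner, the versions, the genome build, the annotation release and the strand setting of the counting were not stated. Each entry joins a versioned Ensembl identifier and a symbol. Of 58870 entries, 47420 matched a versioned identifier of GENCODE release 29 (GRCh38), and 58597 matched when the version was ignored. All 242 entries of the gene lists, including those of the 2 clock lists added after seeing the data, were matched, and 0 columns of the table lacked a sample. Gene positions given here are those of GENCODE 29 on GRCh38 for the same Ensembl gene, and the build used for the deposited table was not stated. Where the counting could not use strand, overlapping and antisense genes could exchange counts, and for single genes discussed, counts that were not whole in 15 or more libraries are pointed out.

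Expected counts were rounded to whole numbers. Total counts ranged from 13731520 (3 h, replicate 2) to 19234924 (12 h, replicate 2) per library. Genes were kept by filterByExpr of edgeR 4.0.16 (R 4.3.3) and libraries were scaled by TMM, with factors from 0.939 to 1.06. One quasi-likelihood model with a mean per time point was fitted to all 17 libraries with robust estimation, so that the groups shared 1 estimate of the spread. Each later time was compared with 0 h, each time with the one before it, and all times together in 1 F-test. A gene is called when its p-value, adjusted by the Benjamini-Hochberg method over the 15365 genes tested, is below 0.05, and 2-fold calls also need an absolute log2 fold change of at least 1. All adjusted p-values of single genes come from this edgeR test unless another tool is named. Standard errors of log2 fold changes were derived from the unshrunken coefficient and the F statistic. Levels are in CPM, that is, counts relative to the TMM-scaled library total, as mean ± SD between replicates.

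Gene lists were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2. There were 11 lists, 4 on the subject of the study (NF-κB subunits and regulators, cytokines and chemokines, TRAIL receptors and apoptosis, immune suppression) and 7 on context (immediate-early, interferon-stimulated, S phase, G2/M phase, cholesterol synthesis, hypoxia and glycolysis, amino acid and ER stress). The p-values were adjusted over the 55 tests against 0 h. The value given for a list is the median log2 fold change of its members that passed the filter. The list members CXCL5, CXCL6, CCL2, CCL20, IDO1 and IL10 had too few counts to be tested, with at most 7 counts in any library. NFKB2 was also compared by an exact permutation test of log2 CPM. Overlaps between comparisons that share the 0 h libraries were set beside the mean of 10 simulations in which no gene changed.

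The grouping, the model, the lists, the comparisons, the first set of alternatives and the rule for the genes named were fixed before the data were examined. The rule named NFKB2 and, for each time against 0 h, the 3 genes with the highest and the 3 with the lowest log2 fold change among those called, with an average log2 CPM of at least 2 and with replicate values that did not overlap between the groups. Members of the study lists could be named with their own result. The alternatives in that set were RLE scaling, upper-quartile scaling, library size without a composition factor, no filter, a filter on a mean count of at least 10, DESeq2 1.42.0, limma-voom, non-robust estimation, fits of only the 2 groups compared, the replicate number as a block, unrounded expected counts, each library left out in turn, and for lists also an estimated correlation, fry and a prior count of 0.5. Further choices were made after seeing the data: a correction of each library for its trend with transcript length and GC content (natural splines with 5 degrees of freedom each, fitted over 11319 genes with log2 CPM above 2, with a length and GC value for 99.8% of tested genes), and the averaging of replicates 2 and 3 at 6 h and at 24 h.

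The test was checked on simulated counts drawn from the means and spread of these libraries. Of 100 genes changed 2-fold, 92% were recovered, and of 100 genes changed by 0.5 on the log2 scale, 80% were recovered. Of 177 calls, 2.82% were genes that had not been changed. A list of 20 genes raised by 0.5 gave a median of 0.49, and 0 of the 54 other list tests had an adjusted p below 0.05. The simulated genes were drawn independently and without the libraries' trends with length and GC content. False list calls from correlation between genes could therefore not appear in this check. The number of libraries, 2 or 3 per time, limits the precision, and for genes with few counts counting error adds to it.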

Results

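The data comprise the transcriptome of MDA-MB-231 cells at 6 times after addition of 45 nM TRAIL, with 3 libraries at 0, 3, 6, 12 and 24 h and 2 at 1 h. The design asks which genes change in cells that survive a low dose of TRAIL, and the title of the series directs attention to NFKB2, cytokines, neutrophil attraction and immune suppression. Total counts per library ran from 13731520 (3 h, replicate 2) to 19234924 (12 h, replicate 2). Each library had between 20284 and 21041 genes with at least 1 count. The common biological coefficient of variation was 7.06%.

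The replicates were compared before they were averaged. For genes with enough counts in a pair, the chi-square statistic per gene, which is near 1 when libraries differ by sampling noise alone, lay between 2.89 and 7.99 in 14 of the replicate pairs. It was 1.21 for replicates 2 and 3 at 6 h and 1.25 for replicates 2 and 3 at 24 h. These pairs were therefore closer than any other pair, although they still differed by more than sampling noise (chi-square p of 3.8e-35 over 7627 genes and 8.3e-48 over 7677 genes, which compares the libraries and not the conditions). They were kept as separate libraries. Counts with each pair averaged as 1 replicate are given for the results that this changed by more than 1.5 times. They stand beside the result or in the part on the processing.

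In a principal component analysis of log2 CPM, the first component held 31.4% of the variance and the second 11.8%. The first component separated 3 h (mean -34.7 ± 9.89, SD, n = 3) from 24 h (33.3 ± 8.01, n = 3), with 0 h (-8.61 ± 9.69, n = 3) between them. Libraries also differed in how counts depended on transcript length. The slope of log2 CPM on transcript length, relative to the mean of all libraries, ran from -0.15 per doubling of length (3 h, replicate 2) to 0.16 (24 h, replicate 2). Its mean was -0.10 at 3 h, -0.048 at 0 h and 0.10 at 24 h. All times had the same order by mean slope as by mean on the first component. Within each time, the library with the lowest slope was also the lowest on the first component. The first component thus followed this slope as well as time, and it cannot tell these apart. Length and GC content together accounted for 0.804% to 31.8% of the variance of a library's deviations from the mean of all libraries. Mitochondrial genes took 3.66% (24 h, replicate 2) to 9.71% (1 h, replicate 2) of the counts. The share of counts from mitochondrial genes averaged 8.59 ± 0.521% at 3 h (SD, n = 3) and 3.90 ± 0.240% at 24 h (n = 3).

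**Figure D1:**
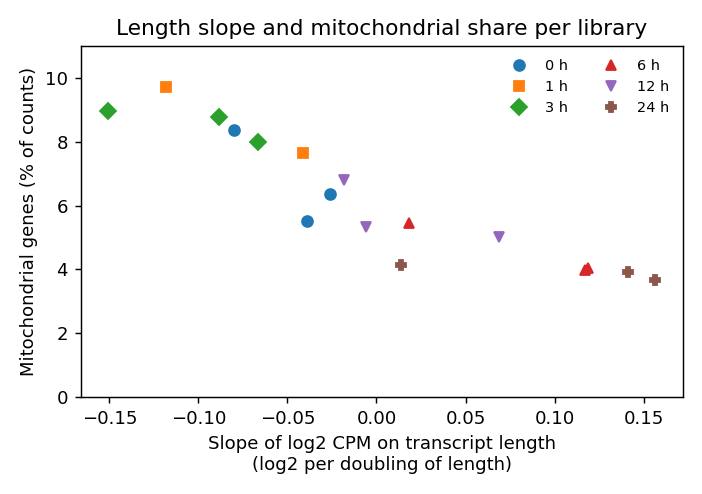
Slope of log2 CPM on transcript length (x axis, log2 per doubling of length) against the share of counts from mitochondrial genes (y axis, percent) for each of the 17 libraries, with 1 symbol per time point. Libraries at 3 h lie at negative slopes with mitochondrial shares of about 8.59%, and libraries at 24 h at positive slopes with shares of about 3.90%.

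Over all times together, 9863 of the 15365 genes tested (64.2%) changed (edgeR quasi-likelihood F-test, adjusted p below 0.05). The alternative that moved this count most was the averaging of replicates 2 and 3 at 6 h and 24 h, which gave 8185. Of the genes tested, 6636 were called at 0 of the 5 times against 0 h, 4338 at 1 time and 12 at all 5 times.

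At 1 h, 40 genes were higher and 8 lower than at 0 h, and 791 had an unadjusted p below 0.05. Of these calls, 9 were higher and 1 was lower by at least 2-fold. The count of lower genes was 3 without the 0 h replicate 2 and 4 without the 0 h replicate 1. The count lower by at least 2-fold, which is DDIT4 alone, was 2 without the 0 h replicate 2. The alternative that moved the count of higher genes most was the omission of the filter on low counts, which gave 132 higher and 63 lower. Leaving out a 1 h library leaves 1, and no calls were made from such fits. At 3 h, 1389 genes were higher and 1338 lower, of which 100 were higher and 66 lower by at least 2-fold. These counts depended on single libraries. Without the 0 h replicate 3, 745 were higher and 659 lower, and without the 0 h replicate 2, 789 and 762. The counts were 869 and 798 without the 3 h replicate 1, and 826 and 739 without the 3 h replicate 2. The 2-fold count was 63 higher without the 3 h replicate 2 and 40 lower without the 0 h replicate 2.

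At 6 h, 2602 genes were higher and 2025 lower than at 0 h, of which 63 were higher and 161 lower by at least 2-fold. With the 6 h replicates 2 and 3 averaged, 1573 were higher and 1002 lower, 86 of them lower by at least 2-fold. Without the 6 h replicate 3 the counts were 1629 higher and 1022 lower, and without the 6 h replicate 2 they were 1716 and 1143. Leaving out the 0 h replicate 1 gave 1141 lower. The 2-fold count of lower genes was 102 without that library and 101 without the 6 h replicate 3. At 12 h, 916 genes were higher and 995 lower, with 31 and 59 at least 2-fold. Without the 12 h replicate 2, 326 were higher and 398 lower, 29 of the latter by at least 2-fold. Without the 0 h replicate 1 the counts were 433 and 582. Without the 0 h replicate 2 they were 450 and 565, and without the 12 h replicate 3 there were 592 higher genes. The count higher by at least 2-fold was 19 both without the 0 h replicate 2 and without the 12 h replicate 1. At 24 h, 2763 genes were higher and 2625 lower, with 84 and 212 at least 2-fold. With the 24 h replicates 2 and 3 averaged, 1816 were higher and 1691 lower. Without the 0 h replicate 1, 1750 were higher and 1686 lower, 135 of the latter by at least 2-fold.

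**Figure D2:**
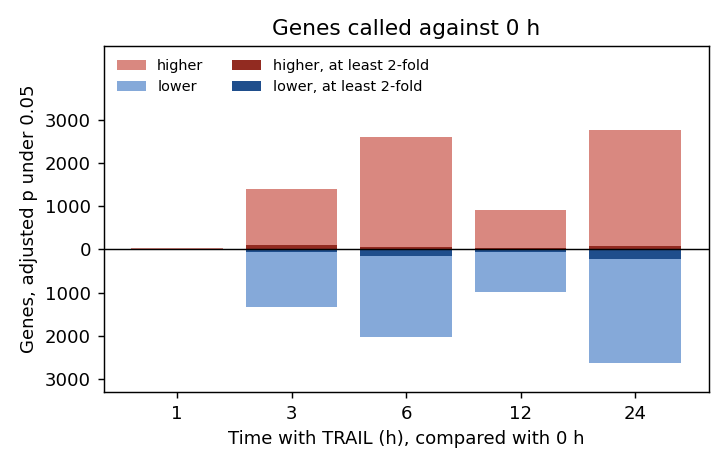
Number of genes called against 0 h (y axis; higher above the axis, lower below it) at each time with TRAIL (x axis, hours), with genes changed at least 2-fold in dark colour. The counts rise from 40 higher and 8 lower at 1 h to 2602 and 2025 at 6 h, are smaller at 12 h (916 and 995) and reach 2763 and 2625 at 24 h.

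Between consecutive times, 487 genes were higher and 393 lower at 3 h than at 1 h, and 3526 higher and 3114 lower at 6 h than at 3 h. There were 1337 higher and 1831 lower at 12 h than at 6 h, and 987 higher and 860 lower at 24 h than at 12 h. The last of these comparisons was the least stable. With replicates 2 and 3 averaged at 6 h and at 24 h, it gave 275 higher and 178 lower, and 453 of the 1847 calls were made again. Without the 12 h replicate 1 it gave 338 higher and 244 lower, without the 12 h replicate 3 it gave 656 higher, and without the 24 h replicate 1 it gave 1528 higher. Without the 24 h replicate 2 it gave 352 higher and 239 lower, and without the 24 h replicate 3 it gave 383 higher and 284 lower. From 6 h to 12 h, averaging gave 668 higher and 1016 lower. Without the 6 h replicate 2 the counts were 756 higher and 1088 lower, without the 6 h replicate 3 they were 711 and 1087, and without the 12 h replicate 1 there were 823 higher. From 1 h to 3 h, the counts were 279 and 209 without the 3 h replicate 1 and 232 lower without the 3 h replicate 2.

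The differences among called genes were small. The median absolute log2 fold change of called genes was 0.60 at 1 h, 0.38 at 3 h, 0.37 at 6 h, 0.35 at 12 h and 0.38 at 24 h. A simulation in which the libraries kept their own trends with transcript length and GC content and no gene changed gave 0 calls at 3 h, 2 at 6 h, 0 at 12 h, 519 at 24 h and 1726 between 3 h and 6 h. After correction for these trends, 3891 of the 5388 calls at 24 h (72.2%) and 4683 of the 6640 calls between 3 h and 6 h (70.5%) were made again in the same direction. Against 0 h, the share was 72.0% at 6 h (3332 of 4627), 82.4% at 12 h and 96.3% at 3 h. Calls at 6 h were thus lost as often as at 24 h, although the simulation gave only 2 there.

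The gene named in the title, NFKB2, encodes the p100 precursor of the NF-κB subunit p52. It is the entry ENSG00000077150 and lies on chromosome 10 from 102394110 to 102402529 on the plus strand (GRCh38, protein-coding), and its counts were whole in all 17 libraries. NFKB2 stood at 80.3 ± 2.21 CPM at 0 h (SD, n = 3), 87.5 ± 5.82 at 1 h (n = 2), 162 ± 15.4 at 3 h (n = 3), 159 ± 5.00 at 6 h (n = 3), 101 ± 6.50 at 12 h (n = 3) and 123 ± 2.72 at 24 h (n = 3), from 1259 to 2879 counts per library. The log2 fold change against 0 h was 0.12 at 1 h (adjusted p 0.987), 1.01 at 3 h (2.7e-09), 0.99 at 6 h (6.9e-09), 0.33 at 12 h (0.00384) and 0.61 at 24 h (3.8e-06). At each time from 3 h on, NFKB2 was higher in 3 of 3 libraries than in every 0 h library. The exact two-sided permutation test of NFKB2 alone gave p = 0.1 at each of the 5 times, which is the smallest value these group sizes allow. Between consecutive times NFKB2 rose by 0.89 from 1 h to 3 h (adjusted p 4.4e-07) and did not differ between 3 h and 6 h (-0.028, adjusted p 0.758, and 0.042 without the 3 h replicate 2). It fell by 0.66 from 6 h to 12 h (1.7e-06) and rose by 0.29 from 12 h to 24 h (0.0102). The last change was not called when replicates 2 and 3 were averaged at 24 h (0.29, adjusted p 0.0534), and its adjusted p in edgeR reached 0.0482 with 1 library left out.

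**Figure D3:**
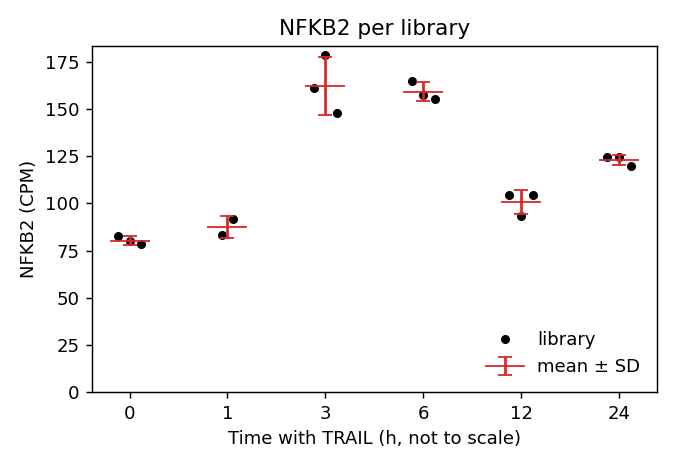
NFKB2 level in CPM (y axis, from 0) for each library (points) at each time with TRAIL (x axis, hours, not to scale), with the mean and SD of each time. The 3 libraries at 3 h and at 6 h lie above every library at the other times, and the means are 80.3 at 0 h, 162 at 3 h, 101 at 12 h and 123 at 24 h.

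Among the other members of the list of NF-κB subunits and regulators, the RELB level (n = 3 at each time) rose from 19.9 ± 1.51 CPM at 0 h to 45.6 ± 0.710 at 3 h and 48.5 ± 0.804 at 6 h, and stood at 25.6 ± 2.86 at 12 h and 33.7 ± 2.68 at 24 h. The RELB log2 fold changes were 1.20 at 3 h (adjusted p 6.3e-09), 1.28 at 6 h (5.4e-09), 0.37 at 12 h (0.00948) and 0.76 at 24 h (4.4e-06). At 12 h the RELB call was not made without the 0 h replicate 1 (0.30, adjusted p 0.0634) or the 12 h replicate 3 (0.27, 0.0552). For NFKB1, the log2 fold change was 0.60 at 3 h (2.7e-04), 1.04 at 6 h (3.7e-07) and 0.61 at 24 h (1.4e-04). NFKBIA was called at 1 h (0.68, SE 0.0698, adjusted p 8.0e-06) and rose from 44.3 ± 1.69 CPM at 0 h to 71.0 ± 2.14 at 1 h (n = 2) and 116 ± 3.33 at 3 h (n = 3). TNFAIP3 was also called at 1 h (0.61, adjusted p 0.0159), but not without the 0 h replicate 2 (0.51, 0.137) or replicate 3 (0.61, 0.0566), nor when only the 1 h and 0 h libraries were fitted (0.61, 0.132). MAP3K14, which encodes the kinase upstream of p100 processing, was higher at 3 h (0.53, adjusted p 3.2e-05), with counts that were not whole in 15 of 17 libraries.

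The list of 20 NF-κB subunits and regulators had a median log2 fold change of 0.57 at 3 h (camera, adjusted p 9.0e-18, 19 of 20 members higher), 0.67 at 6 h (1.2e-16, 20 higher), 0.29 at 12 h (1.5e-09, 19 higher) and 0.61 at 24 h (3.8e-11, 18 higher). At 1 h the test was past its threshold (adjusted p 0.0013), but the median was 0.034 with 11 of 20 members higher. It was -0.024 without the 0 h replicate 1, 0.084 without the 0 h replicate 2, 0.14 and 0.069 without the 1 h replicates 1 and 2, and -0.012 with library size as the only scaling. Among the members, 16 were called at 3 h over all genes and 16 when adjusted over the list alone. The counts were 18 and 18 at 6 h, 11 and 12 at 12 h, and 14 and 14 at 24 h. At 1 h these counts were 2 and 5. All list members called at these 5 times were higher. The list was lower at 12 h than at 6 h (median -0.38, 2 of 20 members higher, adjusted p 6.9e-10 over the 44 tests of consecutive times) and higher at 24 h than at 12 h (0.31, 17 of 20 higher, adjusted p 3.7e-07). Apart from libraries left out, the alternative that moved the medians against 0 h most was library size as the only scaling, at 24 h (0.68).

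The 19 tested cytokines and chemokines had medians of 0.29 at 1 h (adjusted p 3.8e-11, 16 of 19 higher), 1.33 at 3 h (5.1e-17, 18 higher), 0.99 at 6 h (6.9e-11, 18 higher), 0.79 at 12 h (3.3e-12, 17 higher) and 0.77 at 24 h (3.1e-06, 15 higher). At 1 h the median was 0.51 without the 1 h replicate 1, 0.49 without the 1 h replicate 2 and 0.47 without the 0 h replicate 1. With the 1 member whose counts did not exceed 3 at 0 h set at its lower bound, the medians were 0.25 at 1 h, 1.33 at 3 h, 0.98 at 6 h, 0.65 at 12 h and 0.77 at 24 h. Among the members, 2 were called at 1 h, 17 at 3 h, 14 at 6 h, 12 at 12 h and 13 at 24 h, and 7, 17, 15, 16 and 13 when adjusted over the list alone. Those called over all genes were higher, except CX3CL1 at 3 h and IL32 at 24 h, which were lower. IL6 was higher at 1 h (0.84, SE 0.117, adjusted p 5.8e-04), 3 h (1.63, 1.5e-09) and 6 h (1.37, 2.7e-08). The IL6 level was 10.4 ± 0.536 CPM at 0 h (n = 3) and 18.6 ± 2.76 at 1 h (n = 2), and its log2 fold change at 1 h was 0.68 without the 1 h replicate 1 and 0.97 without replicate 2. CXCL8, a chemokine that attracts neutrophils, was higher at 6 h (1.73, adjusted p 6.1e-09), 12 h (1.13, 6.6e-06) and 24 h (0.54, 0.00277), and CXCL1 was higher at 24 h (1.39, 7.6e-05).

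The list of 25 TRAIL receptors and apoptosis genes was not shifted at 1 h (-0.024, adjusted p 0.306, 10 of 25 members higher, and -0.068 without the 1 h replicate 1) or at 3 h (-0.029, 0.691, 10 higher). Its medians were 0.25 at 6 h (camera, adjusted p 0.0027, 17 higher), 0.14 at 12 h (0.0569, 17 higher) and 0.26 at 24 h (5.9e-04, 20 higher). The test at 12 h passed the threshold without the 0 h replicate 2 (0.12, adjusted p 0.0418), the 0 h replicate 3 (0.16, 0.0483) or the 12 h replicate 1 (0.14, 0.0458). Called members numbered 0 at 1 h, 8 at 3 h, 14 at 6 h, 5 at 12 h and 14 at 24 h, and 1, 8, 14, 9 and 15 when adjusted over the list alone. Of those called over all genes, 2 were lower at 3 h, 2 at 6 h, 1 at 12 h and 2 at 24 h. At 6 h, BIRC2 was higher by 1.04 (adjusted p 9.0e-08), TNFRSF10A by 0.54 (3.0e-05), CFLAR by 0.49 (6.3e-06) and TNFRSF10B by 0.41 (4.3e-05). At 3 h, BBC3 (0.62, adjusted p 0.0078), BIRC2 (0.47, 9.7e-04), MCL1 (0.38, 3.8e-05) and CFLAR (0.34, 4.1e-04) were higher, and FADD (-0.39, 0.00300) and PMAIP1 (-0.26, 0.0267) were lower. BBC3 was not called without the 0 h replicate 3 (0.52, adjusted p 0.0533). PMAIP1 was not called without the 0 h replicate 3 (-0.20, 0.148), the 3 h replicate 1 (-0.26, 0.0729) or the 3 h replicate 2 (-0.22, 0.108). Counts were not whole in 17 of 17 libraries for CFLAR and FADD and in 16 of 17 for TNFRSF10A, so that their values are uncertain. The receptor genes TNFRSF10A and TNFRSF10B were called at 3 h (0.26 and 0.20, adjusted p 0.0187 and 0.0203). Neither was called without the 0 h replicate 1 (0.24 and 0.17, adjusted p 0.0537 and 0.0650), without the 3 h replicate 2 (0.25 and 0.19, 0.0587 and 0.0607) or with library size as the only scaling (0.19 and 0.13, 0.0908 and 0.149). TNFRSF10A was also not called without the 0 h replicate 2 (0.25, adjusted p 0.0613), and TNFRSF10B without the 0 h replicate 3 (0.19, 0.0766). TNFSF10, the gene of TRAIL itself, was higher at 24 h (0.69, SE 0.109, adjusted p 1.9e-04).

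The 13 tested members of the immune suppression list had medians of 0.052 at 1 h (adjusted p 0.204, 9 of 13 higher), -0.032 at 3 h (0.783, 6 higher), 0.11 at 6 h (0.0479, 11 higher), -0.023 at 12 h (0.830, 5 higher) and 0.15 at 24 h (0.128, 11 higher). The call at 6 h was lost without the 0 h replicate 1 (0.092, adjusted p 0.0896), the 6 h replicate 2 (0.11, 0.0678) or the 6 h replicate 3 (0.11, 0.0518). The sign of the medians near 0 changed with single libraries. The median was -0.0057 at 1 h without the 0 h replicate 1. At 3 h it was 0.0021 and 0.0075 without the 0 h replicate 2 and the 3 h replicate 3. It was 6.1e-04, 0.025 and 0.034 at 12 h without the 0 h replicate 3, the 12 h replicate 1 and the 12 h replicate 2. Called members numbered 1, 5, 7, 2 and 2 at the 5 times, and 1, 7, 7, 2 and 0 when adjusted over the list alone. Of those called over all genes, 2 were lower at 3 h (NT5E and VSIR), 1 at 6 h (VSIR) and 1 at 12 h (VSIR). The rest were higher. CD274, which encodes PD-L1, stood at 28.5 ± 2.53 CPM at 0 h, 57.4 ± 0.971 at 3 h and 47.4 ± 2.71 at 6 h (n = 3 each), with log2 fold changes of 1.01 (adjusted p 6.0e-08) and 0.74 (4.3e-06). The CD274 calls at 1 h (0.45, 0.0349) and 12 h (0.28, 0.0315) were lost without the 0 h replicate 1 (0.39, 0.166 and 0.21, 0.166) and without the 0 h replicate 2 (0.45, 0.156 and 0.29, 0.0810). That at 12 h was also lost without the 12 h replicate 2 (0.24, 0.148) or replicate 3 (0.30, 0.0548). With all libraries kept, each of these CD274 calls was lost under a processing alternative. The highest adjusted p was 0.167 at 1 h and 0.0572 at 12 h. PTGS2 was higher at 3 h (1.42, adjusted p 0.0016) and 6 h (1.48, 5.7e-04). The 2 members called at 24 h, TGFB2 (0.36, adjusted p 0.0253) and CD276 (0.23, 0.0372), were both lost without the 0 h replicate 1 (0.30, 0.111 and 0.15, 0.209), without the 24 h replicate 2 (0.29, 0.115 and 0.24, 0.0821), without the 24 h replicate 3 (0.35, 0.0681 and 0.24, 0.0748) and with replicates 2 and 3 averaged (0.32, 0.0917 and 0.24, 0.0890). TGFB2 was also lost without the 0 h replicate 2 (0.36, 0.0616). CD276 was also lost without the 0 h replicate 3 (0.22, 0.0869) or the 24 h replicate 1 (0.22, 0.0701), and with only the 2 groups fitted (0.23, 0.0550). The TGFB2 counts were not whole in 17 of 17 libraries.

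Of the 55 list tests against 0 h, 31 were past the threshold. With the inter-gene correlation estimated from the data in place of 0.01, all calls of the NF-κB and cytokine lists held, and the calls of the TRAIL and apoptosis list at 6 h (adjusted p 0.0949) and 24 h (0.0676) and of the immune suppression list at 6 h (0.285) were lost. Under fry, the calls of the 4 study lists held and the TRAIL and apoptosis list at 12 h was added (adjusted p 0.0192). Among the context lists, immediate-early genes had medians of 0.34 at 1 h (adjusted p 2.2e-13), 0.39 at 3 h (1.2e-06), 0.43 at 6 h (9.4e-05), -0.060 at 12 h (0.104) and -0.36 at 24 h (9.9e-04). Interferon-stimulated genes stood at 0.038 (0.223), -0.11 (0.0393), -0.37 (1.0e-04), 0.10 (0.0380) and 0.37 (1.0e-06) at the 5 times. The calls at 3 h and 12 h were lost with the estimated correlation (adjusted p 0.0750 and 0.0743), that at 3 h also without the 0 h replicate 1 (-0.10, 0.0669), and that at 12 h without the 0 h replicate 2 (0.087, 0.0629) or the 12 h replicate 3 (0.11, 0.0729). S phase genes were lower at 3 h (-0.15, 2.3e-05), 6 h (-0.18, 6.5e-05), 12 h (-0.32, 5.1e-17) and 24 h (-0.17, 8.9e-06).

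G2/M phase genes had medians of -0.052 at 1 h (adjusted p 0.0565, 0.0354 without the 0 h replicate 2 and 0.0065 after correction for length and GC content), 2.8e-04 at 3 h (0.950), 0.23 at 6 h (8.5e-06), 0.17 at 12 h (8.6e-05) and 0.17 at 24 h (0.0754). The calls at 6 h and 12 h were lost with the estimated correlation (0.0743 and 0.104). Hypoxia and glycolysis genes had medians of -0.045 at 1 h (0.0642, and 0.0393 without the 0 h replicate 1), -0.42 at 3 h (1.4e-10), -0.26 at 6 h (3.3e-05), -0.076 at 12 h (0.137, and -0.055 with 0.0168 after the correction) and 0.12 at 24 h (0.293). Amino acid and ER stress genes had medians of 0.045 at 1 h (0.212), -0.18 at 3 h (0.00887), -0.044 at 6 h (0.420), -0.018 at 12 h (0.691) and -0.24 at 24 h (0.00675). In the main fit, cholesterol synthesis genes were not past the threshold at any of the 5 times. Their medians in time order were 0.024 (adjusted p 0.293), -0.065 (0.0754), -0.074 (0.296), 0.018 (0.672) and 0.029 (0.730). Their tests passed the threshold at 1 h without the 0 h replicate 3 (0.034, 0.0293) and at 3 h without the 0 h replicate 1 (-0.12, 0.0318). Calls that context lists gained under other settings are counted in the part on the processing. At 1 h, S phase genes were not shifted (median -0.046, adjusted p 0.205). Without the 1 h replicate 2 their median was 0.0033, with no adjusted p.

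**Figure D4:**
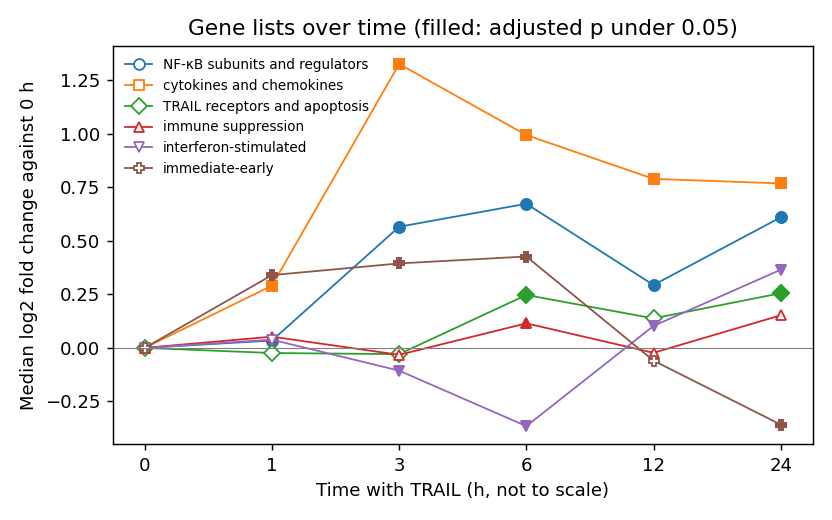
Median log2 fold change against 0 h (y axis) of the members of 6 gene lists at each time with TRAIL (x axis, hours, not to scale), with filled symbols where the camera test had an adjusted p below 0.05. The cytokine list is highest at 3 h (1.33), the NF-κB list stands at 0.67 at 6 h, 0.29 at 12 h and 0.61 at 24 h, and the interferon-stimulated list goes from -0.37 at 6 h to 0.37 at 24 h.

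By the rule for the genes named, those with the highest log2 fold change at 1 h were NUAK2 (ENSG00000163545, chromosome 1, 205302059 to 205321791), ATF3 (ENSG00000162772, chromosome 1, 212565334 to 212620777) and ZNF93 (ENSG00000184635, chromosome 19, 19900913 to 19963464). NUAK2 rose from 4.73 ± 0.649 CPM at 0 h (SD, n = 3) to 11.9 ± 1.72 at 1 h (n = 2), a log2 fold change of 1.34 (SE 0.157, adjusted p 5.8e-05). ATF3 rose from 10.4 ± 1.25 to 23.1 ± 0.109 CPM (1.15, SE 0.110, adjusted p 3.8e-06) and ZNF93 from 173 to 193 counts per library at 0 h to 365 to 405 at 1 h (1.12, SE 0.111, adjusted p 5.3e-06). The lowest were DDIT4 (ENSG00000168209, chromosome 10, 72273920 to 72276036), FOS (ENSG00000170345, chromosome 14, 75278774 to 75282230) and RIPK4 (ENSG00000183421, chromosome 21, 41739369 to 41767106). DDIT4 went from 77.7 ± 2.86 to 36.9 ± 3.19 CPM (-1.07, SE 0.0825, adjusted p 5.6e-07) and FOS from 566 to 781 counts per library at 0 h to 330 to 369 at 1 h (-0.95, SE 0.148, adjusted p 0.0027). RIPK4 went from 17.9 ± 2.28 to 10.9 ± 2.86 CPM (-0.71, SE 0.132, adjusted p 0.0126). The RIPK4 counts were not whole in 17 of 17 libraries, and its call was lost without the 0 h replicate 2 (-0.62, adjusted p 0.117) and when only the 1 h and 0 h libraries were fitted (-0.72, 0.184).

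At 3 h, CXCL1 (ENSG00000163739, chromosome 4, 73869393 to 73871242) rose from 1.35 ± 0.235 CPM at 0 h to 10.1 ± 1.15 (2.90, SE 0.186, adjusted p 1.7e-09), with 19 to 26 counts per library at 0 h. CSF2 (ENSG00000164400, chromosome 5, 132073790 to 132076170) rose from 10.5 ± 0.612 to 53.4 ± 4.67 CPM (2.34, SE 0.122, adjusted p 9.7e-11) and CXCL8 (ENSG00000169429, chromosome 4, 73740506 to 73743716) from 11.3 ± 2.46 to 57.4 ± 4.53 CPM (2.34, SE 0.115, adjusted p 4.5e-11), all with n = 3. FOS was lower at 3 h by more than at 1 h, at 12.2 ± 1.16 CPM (-1.85, SE 0.142, adjusted p 6.0e-08). SPRY1 (ENSG00000164056, chromosome 4, 123396795 to 123403760) went from 225 to 258 counts per library at 0 h to 52 to 77 at 3 h (-1.67, SE 0.111, adjusted p 2.7e-09). AL669918.1 (ENSG00000250264, chromosome 6, 32813767 to 32838822, minus strand, annotated as protein-coding) went from 10.4 ± 3.76 to 3.33 ± 1.66 CPM (-1.64, SE 0.361, adjusted p 0.0077). It overlaps TAP2, its counts were not whole in 16 of 17 libraries, and it was not called when only the 3 h and 0 h libraries were fitted (-1.64, 0.0727), so that its value is uncertain.

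At 6 h, TRAF1 (ENSG00000056558, chromosome 9, 120902393 to 120929173) rose from 16.6 ± 1.63 to 73.6 ± 3.87 CPM (2.15, SE 0.0752, adjusted p 2.1e-13). BIRC3 (ENSG00000023445, chromosome 11, 102317450 to 102339403) rose from 42.5 ± 3.50 to 187 ± 22.8 CPM (2.14, SE 0.0949, adjusted p 2.7e-11) and CXCL1 to 5.74 ± 0.317 CPM (2.08, SE 0.194, adjusted p 4.8e-07), with n = 3 at each time. PPFIBP2 (ENSG00000166387, chromosome 11, 7513298 to 7657127) went from 6.31 ± 1.33 to 1.29 ± 0.0502 CPM (-2.28, SE 0.174, adjusted p 3.3e-08). TEF (ENSG00000167074, chromosome 22, 41367333 to 41399326) went from 12.5 ± 0.690 to 4.37 ± 0.116 CPM (-1.51, SE 0.112, adjusted p 2.6e-08). NR1D1 (ENSG00000126368, chromosome 17, 40092787 to 40100725) went from 15.7 ± 1.27 to 5.90 ± 0.624 CPM (-1.42, SE 0.133, adjusted p 5.4e-07), with counts that were not whole in 17 of 17 libraries.

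At 12 h, ARNTL (ENSG00000133794, chromosome 11, 13276652 to 13387266) rose from 3.20 ± 0.907 to 8.17 ± 1.04 CPM (1.36, SE 0.182, adjusted p 7.3e-05). BIRC3 rose to 106 ± 6.07 CPM (1.32, SE 0.0947, adjusted p 7.6e-08) and CXCL1 to 3.29 ± 0.621 CPM (1.27, SE 0.208, adjusted p 5.7e-04). TFF1 (ENSG00000160182, chromosome 21, 42362282 to 42366594) went from 14.2 ± 0.393 to 2.06 ± 0.232 CPM (-2.79, SE 0.139, adjusted p 1.8e-10). C3 (ENSG00000125730, chromosome 19, 6677704 to 6730562) went from 32.1 ± 2.90 to 8.57 ± 2.15 CPM (-1.91, SE 0.129, adjusted p 3.8e-08). FOSB (ENSG00000125740, chromosome 19, 45467995 to 45475179) went from 6.87 ± 1.53 to 1.91 ± 0.501 CPM (-1.85, SE 0.224, adjusted p 2.7e-05).

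At 24 h, BIRC3 stood at 175 ± 14.3 CPM (2.04, SE 0.0949, adjusted p 3.0e-11), TRAF1 at 50.3 ± 2.68 CPM (1.60, SE 0.0761, adjusted p 2.8e-11) and GBP4 (ENSG00000162654, chromosome 1, 89181148 to 89198932) at 12.6 ± 1.52 CPM against 4.75 ± 1.17 at 0 h (1.41, SE 0.161, adjusted p 5.5e-06). TFF1 was at 1.69 ± 0.264 CPM (-3.05, SE 0.146, adjusted p 2.8e-11). The other named genes were antisense transcripts with uncertain counts. AC011603.2 (ENSG00000258017, chromosome 12, 49127782 to 49147869, plus strand) went from 44.6 ± 31.2 to 0.863 ± 0.926 CPM (-5.67, SE 1.55, adjusted p 0.0151), and its counts at 0 h ran from 257 to 1252. It was not called without the 0 h replicate 1 (-5.00, 0.0577) or the 24 h replicate 3 (-5.24, 0.0554), in limma-voom (-5.90, 0.103) or with the near-identical pairs averaged (-5.85, 0.0586). AP003392.3 (ENSG00000255114, chromosome 11, 119044188 to 119045493, plus strand) went from 6.60 ± 0.387 to 1.05 ± 0.617 CPM (-2.66, SE 0.809, adjusted p 0.0241) and was not called without the 0 h replicate 1 (-2.61, 0.0641), the 24 h replicate 1 (-2.67, 0.0551) or the 24 h replicate 2 (-2.29, 0.0904). The counts of both were not whole in 16 of 17 libraries.

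Overlaps between times were compared with simulations in which no gene changed and the 0 h libraries were shared. Between 3 h and 6 h, 449 genes were higher and 359 lower at both times and 199 changed in opposite directions, with a correlation of log2 fold changes across genes of 0.28 against 0.49 in the simulations. Between 6 h and 12 h, 546 were higher and 440 lower at both times and 49 opposite (correlation 0.50 against 0.50). Between 12 h and 24 h, 672 were higher and 713 lower at both and 8 opposite (0.62 against 0.50). Between 3 h and 24 h, 177 were higher and 96 lower at both, and 958 were called in opposite directions (0.041 against 0.50). The simulations gave 0 shared calls for all 4 pairs except 0.1 shared lower calls between 6 h and 12 h. With no gene changed, hardly any gene is called, so these counts are no baseline for the overlap of long lists of calls. Whether the observed overlaps exceed those of unrelated lists of the same length was not tested. In 1 further simulation without changed genes, in which the libraries kept their trends with length and GC content, the correlations were 0.21 between 3 h and 6 h, 0.52 between 6 h and 12 h, 0.58 between 12 h and 24 h and 0.24 between 3 h and 24 h. The observed 0.28 between 3 h and 6 h thus lay below the first kind of simulation and above the second. Genes are not independent replicates, so no p-value is attached to these correlations. Of the 958 genes, 455 were lower at 3 h and higher at 24 h, and 503 the reverse. Their median transcript lengths were 4547 and 2703.5 bases against 3333 for all tested genes. A 2-fold limit left 3 genes, and the averaging of replicates 2 and 3 gave 594. After correction for length and GC content the number was 1349, with 748 of the 958 opposite in both fits. The correction also raised the opposite calls to 324 between 3 h and 6 h, 130 between 6 h and 12 h and 27 between 12 h and 24 h. Without the correction, 1120 genes were called in opposite directions at any pair of times.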

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

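Every test of an explanation in this part was chosen after the result it concerns had been seen. The results below are lists and named genes whose change against 0 h differed between times by a direct test of the difference (camera for lists, adjusted over all pairs of times, and edgeR for genes). Genes and lists entered when they were called in opposite directions against 0 h at 2 times, each gene with its largest such difference. The NF-κB differences were added because they had been noticed. The pairs of times were thus picked from the results. The adjusted p-values do not allow for this choice, so they are too small and are not independent tests.

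The NF-κB list was lower at 12 h than at 6 h, with a median log2 difference of -0.38 (adjusted p 5.8e-10), and higher again at 24 h than at 12 h (0.31, adjusted p 4.5e-07). NFKB2 followed the same course. A trend of the libraries with transcript length and GC content would have to vanish under correction, but the medians were -0.36 and 0.22 afterwards, both past the threshold, which argues against it as the whole cause. A single deviating library at 6 h or 12 h is also excluded as the cause of the fall, since the median nearest 0 with 1 library left out was -0.37. For both differences, 1 of the 10 splits of the 6 libraries, the real one, gave a median as large, and 10 splits cannot give a smaller share. What stays open is whether the fall and rise follow TRAIL or the time in culture and handling: 0 libraries were untreated at a later time, so these cannot be told apart. A second wave of NF-κB target expression, for example through cytokines that the cells secrete, may be a biological candidate, and it was not tested.

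The interferon-stimulated list was higher at 24 h than at 6 h by 0.74 (adjusted p 7.5e-14). After correction for length and GC content the difference was 0.75, so that the library trend does not account for it. The immediate-early list was lower at 24 h than at 3 h, with a median of -0.85 (adjusted p 3.0e-07), and -0.84 after correction. For both lists, 0 untreated libraries at later times leave open whether the change follows TRAIL, secreted factors, or serum and medium conditions that change with time in culture.

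Single named genes showed opposite changes as well. ATF3 was lower at 24 h than at 1 h by a log2 difference of -1.60 (adjusted p 6.5e-09), and below its 0 h level at 24 h (-0.45, adjusted p 0.00462). DDIT4 was higher at 12 h than at 1 h by 1.85 (2.5e-11), going from -1.07 at 1 h to 0.77 at 12 h against 0 h. RIPK4 was higher at 6 h than at 1 h by 1.41 (3.3e-07), with counts partly shared with other genes in 17 of 17 libraries. SPRY1 was higher at 24 h than at 3 h by 2.01 (6.2e-11). NR1D1 was higher at 12 h than at 6 h by 1.94 (6.4e-09), and FOSB was lower at 12 h than at 6 h, at -2.43 (3.8e-07). No cause was tested for ATF3, DDIT4, RIPK4, SPRY1 or FOSB, and the time in culture without TRAIL stays open for all of them. NR1D1 belongs to the circadian clock genes taken up under the other observations.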

How the results depend on the processing

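The length and GC correction and the averaging of replicates 2 and 3 were chosen after seeing the data, and so were all tests in this part of other groupings of the libraries. NFKB2 kept its direction and its side of the threshold against 0 h at all 5 times under every alternative that gave an adjusted p, with log2 fold changes of 0.94 to 1.08 at 3 h, 0.96 to 1.01 at 6 h, 0.29 to 0.38 at 12 h and 0.59 to 0.63 at 24 h across the fits that each left out 1 library. The NF-κB list from 3 h on and the cytokine list at all 5 times also kept theirs. Fits with 1 library at 1 h gave a value but no adjusted p. The count of genes changed over time ran from 8185 with averaging to 10089 with the length and GC correction, and from 8971 to 9880 with 1 library left out.

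Averaging replicates 2 and 3 gave 1573 higher, 1002 lower and 86 lower by at least 2-fold at 6 h, 1816 and 1691 at 24 h, 4 lower at 1 h, 668 and 1016 from 6 h to 12 h, and 275 and 178 from 12 h to 24 h. Shared calls between 6 h and 12 h became 337 higher and 241 lower, and opposite calls between 3 h and 24 h became 594. NFKB2 from 12 h to 24 h (0.29, adjusted p 0.0534) and the immune suppression list at 6 h (0.11, 0.0584) were no longer called. Fewer samples may make up part of this drop. From 12 h to 24 h they are not the whole cause, since leaving out the 24 h replicate 1 raised the count of higher genes. Leaving out the 24 h replicate 2 or 3, which separates the near-identical pair, lowered it. For the other results the cause was not tested.

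The length and GC correction gave 960 higher and 845 lower from 1 h to 3 h, 13 lower and 2 lower by at least 2-fold at 1 h, and overlaps of 572 lower between 3 h and 6 h and of 266 higher and 192 lower between 3 h and 24 h. It reversed values near 0: NFKB2 from 3 h to 6 h (0.018), the immune suppression list at 12 h (0.0034), and at 12 h the amino acid and ER stress list (0.029), the cholesterol list (-0.027) and the immediate-early list (0.030). It called the G2/M list at 1 h (-0.049, adjusted p 0.0065) and the hypoxia and glycolysis list at 12 h (-0.055, 0.0168).

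Library size as the only scaling gave 913 higher and 2153 lower at 3 h. It reversed the NF-κB list at 1 h (-0.012), NFKB2 from 3 h to 6 h (0.044), the immune suppression list at 12 h (0.0089), the G2/M list at 3 h (-0.069), the amino acid and ER stress list at 1 h (-0.0011) and 12 h (0.015), and at 1 h the cholesterol (-0.022) and interferon (-0.0079) lists, and it called the TRAIL and apoptosis list at 12 h (0.17). Upper-quartile scaling gave 3047 lower at 6 h and 2184 higher and 1104 lower from 6 h to 12 h, reversed the G2/M list at 3 h (-0.0070) and called the TRAIL and apoptosis list at 12 h (0.14). The largest shift of all genes under a scaling was 0.074. The share of higher calls moved by over 10 percentage points with upper-quartile scaling at 6 h (56.2% to 38.3%), from 3 h to 6 h (53.1% to 42.6%) and from 6 h to 12 h (42.2% to 66.4%), and with library size only at 3 h (50.9% to 29.8%), 12 h (47.9% to 58.7%), 24 h (51.3% to 66.8%), from 3 h to 6 h (to 63.8%), from 6 h to 12 h (to 57.1%) and from 12 h to 24 h (53.4% to 66.9%). The balance of higher and lower calls therefore depended on the scaling.

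Without the filter the counts were 132 higher, 63 lower, 40 and 36 by at least 2-fold at 1 h, 159 and 119 by at least 2-fold at 3 h, 121 higher by at least 2-fold at 6 h, 87 and 121 by at least 2-fold at 12 h, 149 higher by at least 2-fold at 24 h, and 630 lower from 1 h to 3 h. The G2/M list at 3 h reversed (-0.021), and the TRAIL and apoptosis list at 12 h (0.14) and the immune suppression list at 24 h (0.15) were called. More genes of low count are tested there. With a mean count of at least 10 the immune suppression list at 6 h was not called (0.11). DESeq2 gave 37 higher and 69 lower by at least 2-fold at 6 h, 10 and 21 at 12 h, 51 higher by at least 2-fold at 24 h, and 16 lower and 4 lower by at least 2-fold at 1 h. Fits of only the 2 groups, which have fewer samples, gave 195 higher and 113 lower from 1 h to 3 h and 3 lower at 1 h. With an estimated correlation the TRAIL and apoptosis list at 6 h (0.25) and 24 h (0.26) and the immune suppression list at 6 h (0.11) were not called, and fry called the TRAIL and apoptosis list at 12 h (0.14). A 2-fold limit left overlaps of 24 higher and 16 lower between 3 h and 6 h, 12 and 6 between 6 h and 12 h, 10 and 36 between 12 h and 24 h, and 7 and 6 between 3 h and 24 h with 3 opposite. The calls named here for library size only, fry and no filter are those of study lists. Over study and context lists together, more tests newly passed the threshold. They numbered 6 with library size only, 6 under fry, 4 without the filter and 1 with RLE scaling. Where no cause is given, the cause was not tested.

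Leaving out 1 library in turn gave these lowest and highest values. At 1 h, 3 to 6 lower and 1 to 2 lower by at least 2-fold. At 3 h, 745 to 1490 higher, 659 to 1410 lower, 63 to 145 higher and 40 to 75 lower by at least 2-fold. At 6 h, 1629 to 2806 higher, 1022 to 2095 lower and 101 to 180 lower by at least 2-fold. At 12 h, 326 to 688 higher, 398 to 911 lower, 19 to 28 higher and 29 to 75 lower by at least 2-fold. At 24 h, 1750 to 2994 higher, 1686 to 2798 lower and 135 to 261 lower by at least 2-fold. From 1 h to 3 h, 279 to 547 higher and 209 to 413 lower. From 6 h to 12 h, 711 to 1307 higher and 1087 to 1915 lower. From 12 h to 24 h, 338 to 1528 higher and 239 to 1262 lower. NFKB2 from 3 h to 6 h ran from -0.10 to 0.042. Medians ran from -0.024 to 0.14 for the NF-κB list and from 0.35 to 0.51 for the cytokine list at 1 h, from -0.068 to -0.0041 at 1 h and 0.10 to 0.16 at 12 h for the TRAIL and apoptosis list, and for the immune suppression list from -0.0057 to 0.084 at 1 h, -0.070 to 0.0075 at 3 h, 0.092 to 0.16 at 6 h and -0.060 to 0.034 at 12 h. Context lists that reversed were the amino acid and ER stress list at 12 h (-0.082 to 0.013), the cholesterol list at 12 h (-0.047 to 0.056) and 24 h (-0.021 to 0.067), the G2/M list at 3 h (-0.062 to 0.030), and the S phase list at 1 h (-0.050 to 0.0033). Leaving out a 1 h library gave values for lists and NFKB2 but no counts.

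The replicate number was entered as a block once. On average, samples with the same number did not deviate together. The correlation of their deviations averaged 0.0091 over 40 pairs of libraries, from -0.20 to 0.21, with 8 pairs above 0.1. Over 80 pairs with different numbers it averaged -0.0045, with 14 above 0.1. The numbers thus show no pairing across all times. Pairing of some libraries is not excluded. Replicates 1 of 0, 6, 12 and 24 h correlated with one another at 0.075 to 0.21, but with replicate 1 of 1 h at -0.17 to -0.15. The block gave 1511 higher and 1397 lower at 3 h, 2647 and 2043 at 6 h, 951 and 1004 at 12 h, 2818 and 2641 at 24 h and 9705 genes over time, and it moved no count or list past the limits used here.

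Other groupings of the 6 libraries of 2 times were tested against the real one, which was the only one of 10 splits to give as many calls at 3 h, 6 h, 12 h and 24 h against 0 h and from 3 h to 6 h, 6 h to 12 h and 12 h to 24 h. The other splits gave at most 2 calls. With 10 splits no share below 0.1 is possible. For the test over all times, 1 of 100 groupings, the real one, gave as many genes, and the highest other count was 2459. For the lists, 1 of 10 splits gave a median as large, the real one, for the NF-κB and cytokine lists at 3, 6, 12 and 24 h, the TRAIL and apoptosis list at 6, 12 and 24 h and the immune suppression list at 3 and 24 h. As many as 3 of 10 did so for the TRAIL and apoptosis list at 3 h, 2 of 10 for the immune suppression list at 6 h and 9 of 10 for it at 12 h.

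Among the 11 lists, only the NF-κB list has its consecutive comparisons reported, and 2-fold gene counts of consecutive times are not reported. The clock lists, added later, were repeated only under the length and GC correction. DESeq2 gave no adjusted p for genes removed by its own filter, and these were not counted as lost calls.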

Other observations

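All tests of explanations in this part, the clock gene lists and the correction for length and GC content were chosen after the results they concern had been seen.

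The libraries differed in a trend with transcript length and GC content, and in part this trend followed time. A simulation with these trends and no changed gene gave 519 calls at 24 h and 1726 between 3 h and 6 h, against 5388 and 6640 observed. After correction, 72.2% of the calls at 24 h and 70.5% of those between 3 h and 6 h were made again in the same direction, so that the trend is not the whole cause of either count, although it may account for part of them. The genes called in opposite directions at 3 h and 24 h differed in transcript length, yet 1349 genes were opposite after correction. Whether these changes follow TRAIL or time in culture cannot be told apart, because 0 libraries were untreated at later times. A correction of this kind also removes biological change that happens to follow length.

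The mitochondrial share of counts varied within times along with the length slope. Across the 17 libraries, with the mean of each time taken out, Pearson's r was -0.67 (exact permutation p 3.9e-04 over 15552 arrangements within times, adjusted p 0.0015 over the 4 relations computed) and Spearman's rho was -0.68 (exact permutation p 0.0015). These p-values count replicates 2 and 3 at 6 h and at 24 h as separate libraries. If those pairs are not independent, the p-values are too small, and the relation was not computed with the pairs averaged. Without the 24 h replicate 1 and the 6 h replicate 1, whose slopes deviated most within their times, r was -0.71. The means taken out still included these libraries, so that this value is no separate check. With r of -0.67 over all libraries, a library trend with transcript length may underlie the variation of this share between replicates. Differing RNA integrity or fragment selection could give such a trend, and the labels do not record them. Between times the trend is not the whole cause. The median level of the 13 mitochondrial mRNAs was lower at 24 h than at 3 h by a log2 difference of -1.28, and of -0.85 after correction, with no overlap between the libraries of the 2 times.

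Replicates 2 and 3 at 6 h, and again at 24 h, were far more alike than other replicates, with a chi-square per gene of 1.21 and 1.25 against 2.89 to 7.99 in the other 14 pairs. They may derive from 1 RNA sample or 1 library handled more than once, or from dishes handled together. The values cannot decide, since the pairs differed by slightly more than sampling noise, and repeat sequencing or separate library preparation of 1 RNA could produce that excess. If they are not independent, the spread at 6 h and 24 h is underestimated.

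The rule for named genes returned TEF, NR1D1 and ARNTL, which belong to the circadian clock. Lists of other clock genes were then tested, without these 3. The 7 tested repressor and output genes (NR1D2, DBP, PER1, PER2, PER3, CIART and CRY2) had a median of -0.87 at 6 h against 0 h (camera, adjusted p 5.4e-05 over 18 tests of the added lists, 0 of 7 higher) and of 0.39 at 12 h against 6 h (0.0043, 6 of 7 higher). It was also lower than at 0 h at 3 h (-0.52, adjusted p 0.0097), 12 h (-0.17, 0.0441) and 24 h (-0.35, 0.0350), so that the rise from 6 h to 12 h did not bring it back to its 0 h level. The list had first been tested with NR1D1 and TEF in it, which gave -0.93 and 0.75 with 9 members, and both were taken out because they had prompted it. The other list of 5 genes (CLOCK, NPAS2, CRY1, RORA and NFIL3) does not hold activators alone, since CRY1 and NFIL3 are repressors. It had a median of 0.45 at 6 h (camera, adjusted p 0.0442, 4 of 5 higher), and CRY1 and NFIL3 were the highest of its members called. The median of these 5 genes was also past the threshold at 12 h (0.25, 0.0441, 4 of 5 higher) and 24 h (0.26, 0.0442, 5 of 5 higher). It was not at 1 h (0.028, 0.879) or 3 h (-0.16, 0.559). After correction for length and GC content the repressor medians were -0.80 and 0.45, which argues against the library trend as the whole cause for that list. After correction the medians of the other list were 0.21 at 6 h (adjusted p 0.146), 0.14 at 12 h (0.0883) and 0.12 at 24 h (0.209). None of these was past the threshold, so the library trend stays open for that list of 5 genes. Counts of DBP and NPAS2 were not whole in 17 of 17 libraries and those of PER3 in 16. The clock of these cells may have been in a common phase, as after a change of medium or by time of day. This cannot be told apart from an effect of TRAIL, because 0 libraries were untreated at later times.

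The antisense and read-through entries among the named genes stood apart from the genes they overlap. AC011603.2 fell at 24 h while TUBA1B, which it overlaps, was at -0.054 (adjusted p 0.511), and its level was 1.75% of that of TUBA1B at 0 h and 0.0351% at 24 h. AP003392.3 fell while HYOU1 rose by 0.52 (2.4e-04). AL669918.1 fell at 3 h while TAP2 was at 0.040 (0.624). A fall of the overlapping gene is therefore not the cause of these falls. A change in the small share of fragments that RSEM assigned to the minor entry, or in strand specificity between libraries, stays possible. Within times, the level of AC011603.2 had r = -0.53 with the length slope (exact permutation p 0.0741, adjusted p 0.148, and rho -0.52, exact permutation p 0.0965). AP003392.3 had r = -0.39 (exact p 0.206, adjusted 0.206, and rho -0.39, p 0.216). AL669918.1 had r = 0.37 (exact p 0.167, adjusted 0.206, and rho 0.33, p 0.222). Without the 2 libraries whose slopes deviated most within their times, and with the means not recomputed, r was -0.64, -0.47 and 0.32. These do not decide whether a library trend contributed.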
